# Nonoptimal Codon Usage Is Critical for Protein Structure and Function of the Master General Amino Acid Control Regulator CPC-1

**DOI:** 10.1128/mBio.02605-20

**Published:** 2020-10-13

**Authors:** Xueliang Lyu, Yi Liu

**Keywords:** codon usage, CPC-1, Neurospora, cross-pathway control, GCN4, cotranslational protein folding, translation elongation

## Abstract

Under amino acid starvation conditions, eukaryotic organisms activate a general amino acid control response. In Neurospora crassa, Cross Pathway Control Protein 1 (CPC-1), the ortholog of the Saccharomyces cerevisiae bZIP transcription factor GCN4, functions as the master regulator of the general amino acid control response. Codon usage biases are a universal feature of eukaryotic genomes and are critical for regulation of gene expression. Although codon usage has also been implicated in the regulation of protein structure and function, genetic evidence supporting this conclusion is very limited. Here, we show that *Neurospora cpc-1* has a nonoptimal NNU-rich codon usage profile that contrasts with the strong NNC codon preference in the genome. Although substitution of the *cpc-1* NNU codons with synonymous NNC codons elevated CPC-1 expression in *Neurospora*, it altered the CPC-1 degradation rate and abolished its amino acid starvation-induced protein stabilization. The codon-manipulated CPC-1 protein also exhibited different sensitivity to limited protease digestion. Furthermore, CPC-1 functions in rescuing the cell growth of the *cpc-1* deletion mutant and activation of the expression of its target genes were impaired by the synonymous codon changes. Together, these results reveal the critical role of codon usage in regulation of CPC-1 expression and function and establish a genetic example of the importance of codon usage in protein folding.

## Abstract (precis)

The general amino acid control response is critical for adaptation of organisms to amino acid starvation conditions. The preference to use certain synonymous codons is a universal feature of all genomes. Synonymous codon changes were previously thought to be silent mutations. In this study, we showed that the *Neurospora cpc-1* gene has an unusual codon usage profile compared to other genes in the genome. We found that codon optimization of the *cpc-1* gene without changing its amino acid sequence resulted in elevated CPC-1 expression, an altered protein degradation rate, and impaired protein functions due to changes in protein structure. Together, these results reveal the critical role of synonymous codon usage in regulation of CPC-1 expression and function and establish a genetic example of the importance of codon usage in protein structure.

## INTRODUCTION

Transcriptional regulation allows organisms to respond to changes in environmental conditions. Under amino acid starvation conditions, fungi activate a general amino acid control response that induces expression of genes involved in amino acid biosynthesis (1–4). The signal transduction pathways that mediate these responses are similar in eukaryotic cells from yeast to mammals. In the budding yeast Saccharomyces cerevisiae and the filamentous fungus Neurospora crassa, bZIP transcription factors GCN4 and Cross-Pathway Control Protein 1 (CPC-1), respectively, are the master transcriptional regulators that activate amino acid biosynthetic genes in response to amino acid limiting conditions (1–6). Like GCN4, CPC-1 binds to the 5′-TGA(C/G)TCA-3′ motifs in target gene promoters to activate transcription (1–3, 5).

A mechanism involving upstream open reading frames (uORFs) in *GCN4* modulates GCN4 protein production (1, 2). Under normal conditions, the translation of the uORFs prevents translation initiation from the *GCN4* ORF, resulting in the suppression of GCN4 expression. Under amino acid starvation conditions, however, the scanning 40S ribosomes bypass the uORFs and initiate translation at the downstream *GCN4* ORF, resulting in the induction of GCN4 protein expression. This type of uORF-mediated mechanism is conserved in general amino acid control responses from fungi to mammals: translational induction of CPC-1 in *Neurospora* and of ATF4 in mammals is controlled by this mechanism (7, 8). We recently showed that impaired tRNA I34 modification also triggers an amino acid starvation-like response (9). Ribosome profiling experiments, which were used to monitor ribosome occupancy on translating mRNAs, showed that there were many more ribosomes bypassing the two *cpc-1* uORFs and translating the downstream open reading frame region when tRNA I34 modification was suppressed (9).

Posttranslational regulation of GCN4 stability is another mechanism that contributes to its upregulation in response to amino acid starvation (1). GCN4 is very unstable when yeast cells are cultured in rich medium, with a half-life of several minutes, but its degradation becomes much slower under amino acid starvation conditions (10, 11). The degradation of GCN4 is mediated by the proteasome ubiquitination pathway and is dependent on its phosphorylation by cyclin-dependent kinases (11–13). It is not clear whether amino acid availability also regulates CPC-1 stability in *Neurospora*.

Due to the degeneracy of genetic code, most amino acids are encoded by two to six synonymous codons. Codon usage bias, the preference for certain synonymous codons for almost all amino acids, has been found in all genomes examined (14–17). Codon usage bias is an important determinant of gene expression levels in both eukaryotes and prokaryotes (18–21). We and other groups previously showed that codon usage regulates translation elongation speed: common codons enhance the local rate of translation elongation, whereas rare codons slow translation elongation (22–25). Rare codons preferentially cause ribosome stalling on an mRNA during translation, and this can result in premature translation termination and reduce translation efficiency (22, 24, 26). Furthermore, codon usage bias can regulate gene expression by affecting transcription (27–31).

In addition to the effect of codon usage on gene expression (32), accumulating biochemical and genetic evidence suggests that codon usage can also influence the cotranslational protein folding process through its effects on translation elongation speed, which influences the time available for cotranslational folding (19, 22, 26, 28, 33–46). It was previously shown in Escherichia coli that codon usage can affect the protein activity and structures of some overexpressed proteins (37, 38, 40, 43, 47). In eukaryotes, a synonymous single-nucleotide polymorphism of the human *MDR1* gene was previously shown to cause altered protein activity of the MDR1 protein transiently overexpressed in human cells, suggesting the involvement of codon usage in eukaryotic protein folding (39). More recently, codon usage was also shown to influence protein activity and/or structures of several other human proteins (28, 45, 48–50). However, those previous studies relied on protein overexpression, which could also influence protein folding in cells, and the degree of impact of codon usage on protein structure/function was often modest.

By studying the circadian clock genes in *Neurospora* and *Drosophila*, we previously demonstrated that the codon usage of circadian clock gene *frq* in *Neurospora* and *Per* in *Drosophila* plays a major role in determining the protein structure and function *in vivo* (19, 36). Importantly, those studies did not use protein overexpression and the functional impacts of codon usage on protein function and structure were very robust in these genetic systems, thus confirming the physiological role of codon usage in protein folding in eukaryotic systems. Furthermore, genome-wide correlations between gene codon usage and predicted protein structures have been observed in prokaryotes and eukaryotes, suggesting that codon usage functions as a universal code to broadly modulate protein folding (33, 51–53). However, there are currently only very few genetic examples that demonstrate the robust physiological influence of codon usage on protein folding and function (19, 36, 38).

N. crassa has a strong codon usage bias for C/G at wobble positions (33, 54), but we observed that the *cpc-1* gene has an abnormal NNU-rich codon usage bias. Amino acid starvation triggers the stabilization of yeast GCN4, and we observed a similar starvation-induced stabilization of CPC-1 protein. By changing the NNU codons of *cpc-1* to synonymous NNC codons, we demonstrated that the codon usage of *cpc-1* is required for CPC-1 stabilization in response to amino acid starvation, and that it is critical for the CPC-1 structure and function *in vivo*. Together, our results demonstrate the role of codon usage in controlling CPC-1 expression and function and establish another genetic example of the importance of codon usage in protein folding.

## RESULTS

### Abnormal codon usage profile of *cpc-1*.

Examination of the N. crassa *cpc-1* gene revealed that it has an unusual codon usage profile. The *Neurospora* genome has a strong preference for NNC codons in every ADAT-related codon family (the A34 positions of their corresponding tRNAs can be converted to I34 by adenosine deaminases acting on tRNAs, known as ADATs) and for NNC/NNG codons in other codon families (33, 54). In contrast, for *cpc-1*, NNU codons are the most preferred codons for five (Ala, Pro, Arg, Ser, and Val) of the eight ADAT-related codon families (Fig. 1A). For Leu codons of *cpc-1*, the normally preferred CUC codon is one of the least used codons; it has a lower usage frequency than CUU. The usage frequency of ACU, which codes for Thr, is also higher in *cpc-1* than the genome average (Fig. 1A). Interestingly, the genome-preferred NNC codons are also not the preferred codons for the majority of the ADAT-related codon families in homologous *cpc-1* genes in Neurospora tetrasperma, Sordaria macrospora, and Aspergillus nidulans (see Fig. S1 in the supplemental material), suggesting that nonoptimal *cpc-1* codon usage is conserved. These results raised the possibility that the nonoptimal nature of the *cpc-1* codon usage profile is functionally important.

**FIG 1:**
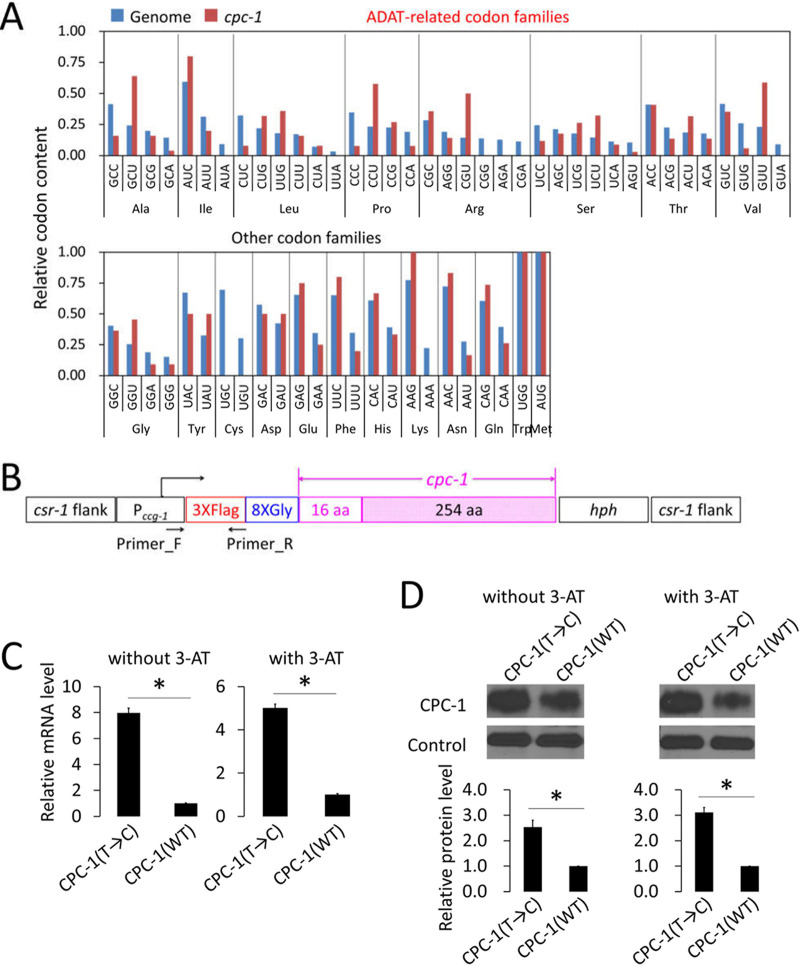
The ADAT-related NNU-rich codon usage of *cpc-1* contributes to the regulation of CPC-1 production. (A) The codon usage of *cpc-1* represented by the relative codon contents in each codon family compared to the genome-wide average codon usage. (B) Graphical representation of the constructs used for the expression of *cpc-1*(WT) and optimized *cpc-1*(T→C). To avoid the influences of the *cpc-1* uORFs and 5′ UTR, the *ccg-1* promoter (P*_ccg-1_*) and its 5′ UTR were used to drive the expression of *cpc-1*. The constructs were integrated into the *csr-1* locus in the N. crassa genome by homologous recombination. To avoid the influence of codon optimization on translation initiation, the first 50 codons (including the codons of 3×Flag and 8×Gly and 16 codons at the N terminus of *cpc-1*) were kept the same in both constructs. In *cpc-1*(T→C), 71 of the 270 ADAT-related NNU codons were changed to the most preferred NNC codons of N. crassa genome. For details, see Fig. S2. (C) The relative mRNA levels of *cpc-1*(WT) and *cpc-1*(T→C) detected by qRT-PCR in the host strain cultured in 2% glucose medium with or without 5 mM 3-aminotriazole (3-AT). The *cpc-1* mRNA levels were normalized to that of the *β-tubulin* gene (NCU04054). Primers used for qRT-PCR were designed to correlate to the 5′ region of the transcript, which is common to the two constructs (as shown in panel B) to ensure the same amplification efficiency. The *cpc-1*(WT) transcript level was set as 1.0. (D) (Upper panel) Western blot analysis of CPC-1 expressed in the *cpc-1*(WT) and *cpc-1*(T→C) strains cultured in 2% glucose medium with or without 5 mM 3-AT. A nonspecific constitutive band detected by the anti-Flag antibody was used as the control. (Lower panel) Densitometric analyses of the CPC-1 levels from three independent experiments. The CPC-1 protein level produced from *cpc-1*(WT) was set as 1.0. Data in panels C and D are means ± standard deviations (SD) (*n* = 3). *, *P* < 0.05, as determined by Student's two-tailed *t* test.

10.1128/mBio.02605-20.1 FIG S1 Codon usage profiles for ADAT-related codon families of *cpc-1* homologous genes in *Neurospora tetrasperma*, Sordaria macrospora, and Aspergillus nidulans. The relative codon contents compared to the genome-wide average codon usage in each codon family are shown. Download FIG S1, PDF file, 0.3 MB. Copyright © 2020 Lyu and Liu. 2020 Lyu and Liu. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02605-20.2 FIG S2 Sequence alignment of the coding sequences of *cpc-1*(WT) and optimized *cpc-1*(T→C). Asterisks (*) indicate conserved sites. Download FIG S2, PDF file, 0.04 MB. Copyright © 2020 Lyu and Liu. 2020 Lyu and Liu. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Regulation of CPC-1 expression by *cpc-1* codon usage.

The unusual NNU-rich codon usage profile of *cpc-1* suggests that it may play a biological role in regulating CPC-1 expression or function. To test this hypothesis, we created two versions of the *cpc-1* ORF: *cpc-1*(WT) (*cpc-1* wild type), in which all native codons were maintained, and *cpc-1*(T→C), in which all eight ADAT-related NNU codons (except for the codons for the N-terminal 16 amino acids) were substituted synonymously with the genome-preferred NNC codons without altering the amino acid sequence (Fig. S2). Thus, *cpc-1*(T→C) has more optimal codons than the wild-type (WT) *cpc-1* gene. We expressed 5′ epitope-tagged versions of *cpc-1*(WT) and *cpc-1*(T→C) ORFs under the control of the *ccg-1* promoter and the *ccg-1* 5′ untranslated region (5′ UTR) to exclude the effect of the uORFs and the 5′ UTR of *cpc-1* on translation. To minimize the potential impact of codon usage on translation initiation, the N-terminal regions (which include 3×Flag, an 8×Gly linker, and the codons for the initial 16 N-terminal amino acids of CPC-1) of the two versions of *cpc-1* were identical (Fig. 1B). Constructs containing the *cpc-1* transgenes were individually transformed into *Neurospora* strain 87-3 at the targeted *csr-1* locus. Homokaryotic transformant strains were cultured in 2% glucose medium with or without 3-aminotriazole (3-AT). 3-AT treatment results in amino acid starvation in *Neurospora* because it is a competitive inhibitor of the product of *his-3* gene, which is an enzyme required for histidine biosynthesis (6, 55–57). Because of the cross-pathway control in *Neurospora*, depletion of one amino acid leads to a general amino acid starvation response (3).

Gene codon optimization usually results in increased mRNA and protein levels in *Neurospora* (27, 58, 59). As expected, the mRNA levels of *cpc-1*(T→C) were significantly higher than those of *cpc-1*(WT) when the genes were expressed in the host strain cultured in 2% glucose medium with or without 3-AT (Fig. 1C). Similarly, the CPC-1 protein levels were also upregulated in the *cpc-1*(T→C) strain (Fig. 1D). These results suggest that the NNU-rich codon usage profile of *cpc-1* suppresses CPC-1 expression.

### Codon usage of *cpc-1* and culture conditions affect CPC-1 protein stability.

GCN4, the ortholog of CPC-1 in S. cerevisiae, is rapidly degraded under rich nutrient conditions but is stabilized under amino acid starvation conditions, a response that contributes to GCN4 upregulation after amino acid starvation (1, 10, 11, 60). To determine whether CPC-1 protein stability is affected by amino acid starvation and codon usage, we compared the CPC-1 turnover rates measured after the addition of the protein synthesis inhibitor cycloheximide (CHX) in the *cpc-1*(WT) and *cpc-1*(T→C) strains grown in 2% glucose medium with and without 3-AT. 3-AT treatment resulted in marked stabilization of CPC-1 in the *cpc-1*(WT) strain (Fig. 2), suggesting that as, with GCN4 in yeast (1), protein stability was altered under amino acid starvation conditions. However, CPC-1 was more stable in the *cpc-1*(T→C) strain than in the *cpc-1*(WT) strain when the strains were grown in 2% glucose medium without 3-AT. Furthermore, the stabilization of CPC-1 observed in the *cpc-1*(WT) strain upon 3-AT treatment was not observed in the *cpc-1*(T→C) strain (Fig. 2). These results indicate that the NNU-biased *cpc-1* codon usage plays an important role in regulating CPC-1 protein stability under amino acid starvation conditions.

**FIG 2:**
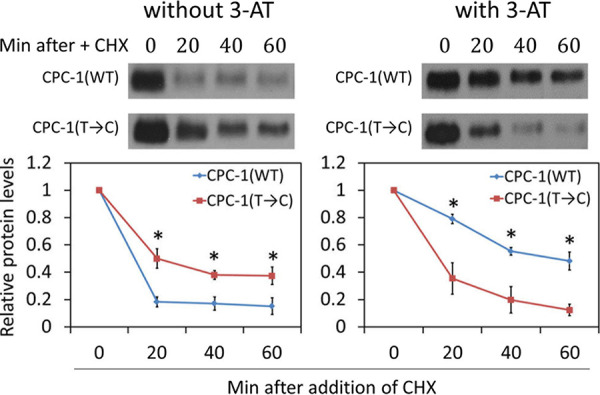
Codon usage optimization alters CPC-1 stability in response to amino acid starvation. (Upper panels) Representative Western blots showing the CPC-1 protein levels in *cpc-1*(WT) and *cpc-1*(T→C) strains grown in 2% glucose medium with or without 5 mM 3-AT. Cycloheximide (CHX, 10 μg ml^−1^) was added at time zero, and cultures were harvested at the indicated time points. (Lower panels) Densitometric analyses of the Western blot experiments described in the upper panels. Data are means ± SD (*n* = 3). *, *P* < 0.05, as determined by Student's two-tailed *t* test. Min, minutes.

### *cpc-1* codon usage affects CPC-1 structure and function.

The observed effect of *cpc-1* codon usage on CPC-1 protein stability raised the possibility that proper cotranslational folding of CPC-1 depends on codon usage as observed for other *Neurospora* proteins (19, 22, 24). To examine this possibility, we performed a limited trypsin digestion assay to probe the structure differences of CPC-1 proteins in the *cpc-1*(WT) and *cpc-1*(T→C) strains. The freshly isolated protein extracts of the *cpc-1*(WT) and *cpc-1*(T→C) strains were treated with trypsin, and the levels of full-length CPC-1 were determined by Western blot analyses as a function of digestion time. When the cultures were grown in 2% glucose medium without 3-AT, CPC-1 isolated from the *cpc-1*(T→C) strain was significantly more resistant to trypsin digestion than that isolated from the *cpc-1*(WT) strain, but it was more sensitive to trypsin digestion after 3-AT treatment (Fig. 3). These results indicate that codon usage influences CPC-1 protein structure.

**FIG 3:**
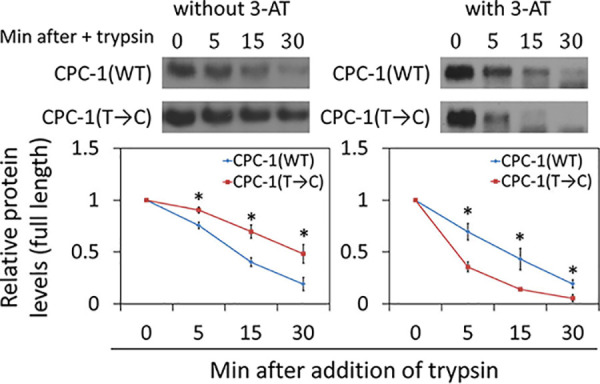
Codon usage affects CPC-1 cotranslational folding. (Top) Western blots of CPC-1 expression in the *cpc-1*(WT) and *cpc-1*(T→C) strains cultured in 2% glucose medium in the absence or presence of 5 mM 3-AT. Trypsin (0.25 μg/ml) was added into the freshly isolated protein extracts, and protein samples were analyzed at the indicated time points. (Bottom) Densitometric analyses of the full-length CPC-1 levels from the experiments described above. Data are means ± SD (*n* = 3). *, *P* < 0.05, as determined by Student's two-tailed *t* test.

Note that the *ccg-1* promoter-driven *cpc-1* expression did not result in its overexpression. 

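*cpc-1* mRNA levels were measured by mRNA-seq in 3 strains in 2% glucose medium to which 3-AT had been added (5 mM, 8 h), with 3 libraries for each strain. The strains were the WT strain, the *cpc-1Δ* strain and the *cpc-1Δ* strain that carries *cpc-1*(WT) at the *csr-1* locus, written here as *cpc-1Δ*, *cpc-1*(WT). 3-AT inhibits histidine biosynthesis, so that cells treated with it are starved of this amino acid. For each library, the authors deposited RPKM values for 10785 annotated transcripts. The program used for alignment, the one used for counting and the genome annotation are not named in the paper's text. The RPKM values of all transcripts of a gene were added, which gave 9730 genes. The values of the *cpc-1Δ*, *cpc-1*(WT) libraries were tabulated apart from the others and lacked a number for 50 to 61 transcripts, so that the genes concerned were left out. No read counts are given, and the depth of the libraries is unknown. The RPKM values of a library added up to between 258726 and 272263 (median, 263913) in the WT strain, between 309352 and 328418 (median, 312714) in *cpc-1Δ* and between 408344 and 423848 (median, 413410) in *cpc-1Δ*, *cpc-1*(WT). The ranges of the 3 strains do not overlap, and whether a difference in scale or in expression lies behind this is not known. The values were analyzed as deposited on a log2 scale after 1 was added, with limma fitted to all 9 libraries and a coefficient for each strain. The 8688 genes with a value above 0 in at least 1 library were tested.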

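*cpc-1* (NCU04050) lies on chromosome VI of the NC12 assembly from 2565204 to 2567073. In the presence of 3-AT, its level was 1141 ± 42.2 RPKM (SD, *n* = 3) in the WT strain. In *cpc-1Δ*, *cpc-1*(WT), in which the *ccg-1* promoter drives *cpc-1*, the level was 71.6 ± 6.34 RPKM (SD, *n* = 3). The mean level in *cpc-1Δ*, *cpc-1*(WT) was 6.28% of that in the WT strain, and the difference was far larger than the spread between libraries. The log2 fold change was −3.98 (standard error, 0.08; adjusted *P* = 1.2e-08 by limma's moderated test with Benjamini-Hochberg adjustment). Each of the 3 *cpc-1Δ*, *cpc-1*(WT) libraries was below each of the 3 WT libraries (two-sided exact permutation test, *P* = 0.10, the smallest value that 3 libraries against 3 allow). Of the other ways of processing the values, dividing *cpc-1* by *β-tubulin* moved this result most, to a log2 fold change of −4.91. *ccg-1* itself (NCU03753) had 294 ± 17.0 RPKM in the WT strain, 800 ± 39.9 RPKM in *cpc-1Δ* and 1101 ± 57.8 RPKM in *cpc-1Δ*, *cpc-1*(WT) (SD, *n* = 3 each). Much of its difference from WT was thus already seen without the transgene. Its log2 fold change between *cpc-1Δ*, *cpc-1*(WT) and WT was 1.90 as deposited. It was 1.19 after each library was scaled by its median ratio to the mean library. In 2% glucose medium without 3-AT, *ccg-1* was higher, at 1120 ± 41.0 RPKM in the WT strain (SD, *n* = 3) and 2700 ± 16.7 RPKM in *cpc-1Δ* (SD, *n* = 2). The *cpc-1Δ*, *cpc-1*(WT) strain was not sampled without 3-AT, so that its *cpc-1* level in such cultures is not known.

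**Figure D1:**
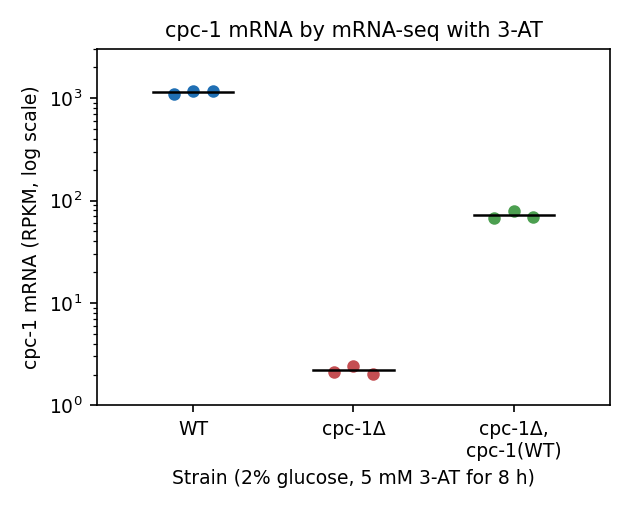
*cpc-1* mRNA level in RPKM (log scale) in the WT, *cpc-1Δ* and *cpc-1Δ*, *cpc-1*(WT) strains cultured with 3-AT. Each point is 1 library and each line the mean of 3 libraries. The WT libraries lie between 1092 and 1167 RPKM, the *cpc-1Δ*, *cpc-1*(WT) libraries between 67.2 and 78.9 RPKM and the *cpc-1Δ* libraries between 2.03 and 2.43 RPKM.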

In fact, we found that the *cpc-1* mRNA level under the control of the *ccg-1* promoter and 5′ UTR in a *cpc-1* knockout strain (*cpc-1Δ*) was actually much lower than the endogenous *cpc-1* level in a WT strain (Fig. S3). Thus, the effect of codon usage on CPC-1 structure is not due to its overexpression.

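In the *cpc-1Δ* strain, which lacks endogenous *cpc-1*, *cpc-1* was listed at 2.20 ± 0.21 RPKM (SD, *n* = 3) in the presence of 3-AT. The mean level in *cpc-1Δ*, *cpc-1*(WT) was 32.6 times this background. When the *cpc-1Δ* mean was subtracted from every library, the log2 fold change of *cpc-1* between *cpc-1Δ*, *cpc-1*(WT) and the WT strain was −4.02. Libraries of *cpc-1*(T→C) strains were not analysed here. From the lower *cpc-1* mRNA level under the *ccg-1* promoter than at the endogenous gene in the WT strain, the paper concludes that *cpc-1* was not overexpressed and that overexpression does not account for the effect of codon usage on CPC-1 structure. The values here are of mRNA and not of CPC-1 protein, and the construct lacks the *cpc-1* uORFs. They were measured in *cpc-1Δ* with 3-AT. The paper's assays of CPC-1 structure used another host strain, without and with 3-AT.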

10.1128/mBio.02605-20.3 FIG S3 The relative *cpc-1* mRNA levels detected in the indicated strains. The relative expression levels of *cpc-1* were quantified in RPKM (reads per kilobase per million) values. 

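Each deposited RPKM value is listed for an annotated transcript, and *cpc-1* has 1 transcript in the annotation used by the authors. Whether the reads and the length behind this value are those of the CDS alone is not stated in the files. The step of keeping only the reads on the *cpc-1* CDS could not be repeated from RPKM values. The *ccg-1* promoter construct carries the *ccg-1* 5′ UTR, so that reads on that part of its transcript are not reads on *cpc-1*.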

Only reads mapped to the coding DNA sequence (CDS) region of *cpc-1* were taken into account. Download FIG S3, PDF file, 0.4 MB. Copyright © 2020 Lyu and Liu. 2020 Lyu and Liu. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To determine whether the structural differences caused by codon usage result in changes in protein function, we introduced the *cpc-1*(WT) and *cpc-1*(T→C) constructs individually into the *cpc-1Δ* strain. We then compared the abilities of these two constructs to rescue the growth defect of the *cpc-1Δ* mutant under amino acid starvation conditions. Under normal growth conditions, the WT and *cpc-1Δ* strains had similar growth rates but the *cpc-1Δ* strains expressing the *cpc-1*(WT) or *cpc-1*(T→C) had a slightly but significantly lower growth rate in constant light at room temperature (Fig. 4A). In constant light, *cpc-1*(WT) and *cpc-1*(T→C) are constitutively expressed, and *cpc-1* translation is not regulated by the uORFs due to the use of the *ccg-1* 5′ UTR in the transgene strains. The reduced growth rate in these strains is consistent with the known role of GCN4 as a repressor of protein synthesis (61). In the presence of 3-AT, the growth rate of the *cpc-1Δ* strain was dramatically reduced in a race tube assay (Fig. 4B). The growth phenotype was drastically improved in the *cpc-1*(WT) strain, indicating a functional rescue of the *cpc-1Δ* strain by the *cpc-1*(WT) transgene. The growth rate of the *cpc-1Δ*, *cpc-1*(T→C) strain, however, was much lower than that of the *cpc-1Δ*, *cpc-1*(WT) strain in the presence of 3-AT (Fig. 4B), indicating that the T→C codon usage profile changes impaired the CPC-1 protein function even though they increased the CPC-1 protein level (Fig. 1D).

**FIG 4:**
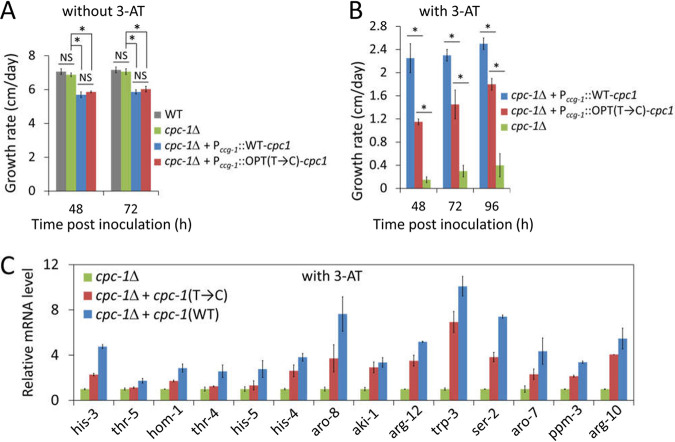
Optimization of *cpc-1* codon usage impairs CPC-1 biological functions. (A) Growth rates of the WT strain, the *cpc-1Δ* strain, and the *cpc-1Δ* strains expressing *cpc-1*(WT) or *cpc-1*(C→T) after 48 and 72 h as determined in race tube assays performed without 3-AT. *, *P* < 0.05; NS, not significant; as determined by Student's two-tailed *t* test. (B) Growth rates of the *cpc-1Δ* strain and the *cpc-1Δ* strains expressing *cpc-1*(WT) or *cpc-1*(C→T) after 48, 72, and 96 h as determined in race tube assays performed with 5 mM 3-AT. (C) The relative mRNA levels of selected CPC-1 target genes in the indicated strains. The relative mRNA level of each gene was determined by qRT-PCR, and the expression levels of the genes were normalized to that of the *β-tubulin* gene (NCU04054). The mRNA level of each gene in the *cpc-1Δ* strain was set as 1.0. Data in panels are means ± SD (*n* = 3).

To further confirm this conclusion, we compared the mRNA levels of 14 genes regulated by CPC-1 that are involved in amino acid biosynthesis (3, 9). The mRNA levels of these CPC-1 target genes in the *cpc-1Δ*; *cpc-1Δ*, *cpc-1*(WT)*Δ*; and *cpc-1Δ*, *cpc-1*(T→C) strains treated with 3-AT were determined. The mRNA levels of all the 14 genes were dramatically upregulated in the *cpc-1Δ*, *cpc-1*(WT) strain compared to those in the *cpc-1Δ* strain (Fig. 4C). As expected, the mRNA level induction of these genes was reduced in the *cpc-1Δ*, *cpc-1*(T→C) strain (Fig. 4C). Together, these results demonstrate that the NNU-biased codon usage profile of *cpc-1* plays an important role in determining CPC-1 protein structure and function *in vivo*.

## DISCUSSION

CPC-1 is the master transcription regulator of gene expression in *Neurospora* in response to amino acid starvation (3, 7, 55, 62). Like the situation of its yeast ortholog GCN4, expression of CPC-1 is also translationally regulated by a mechanism involving uORFs (7, 9). The translation of *cpc-1* can be translationally activated by bypassing its uORFs under amino acid starvation conditions. As reported previously for GCN4 (10, 11), here, we showed that 3-AT treatment triggers CPC-1 stabilization, which also contributes to CPC-1 accumulation under amino acid starvation conditions. Although the mechanism of CPC-1 degradation is not known, it is possible that, as with GCN4, amino acid starvation regulates posttranslational modification of CPC-1, which affects its degradation by the ubiquitin-proteasome pathway (11–13).

In this study, we demonstrated that the nonoptimal codon usage profile of *cpc-1* has a major impact on the structure and function of CPC-1. By changing the *cpc-1* codon usage from the NNU-rich profile to the NNC-rich profile typical of the *Neurospora* genome, we showed that codon usage is critical for CPC-1 protein structure and function. This conclusion was supported by several lines of evidence. First, the codon manipulation altered the CPC-1 protein degradation rate and abolished amino acid starvation-induced CPC-1 stabilization (Fig. 2), suggesting that codon usage can affect CPC-1 structure. Second, the codon optimization altered the sensitivity of CPC-1 to limited trypsin digestion, indicating that codon optimization affected protein structure (Fig. 3). Third, in the presence of 3-AT, CPC-1(T→C) was less stable and more sensitive to trypsin digestion than CPC-1 (WT) was (Fig. 2; see also Fig. 3), suggesting that codon usage-mediated structure changes of CPC-1 affected its ability to be regulated by potential posttranslational mechanisms triggered by amino acid starvation conditions. Fourth, despite the upregulation of CPC-1 protein levels in *Neurospora* upon codon optimization, expression of *cpc-1*(T→C) did not rescue the growth defects of the *cpc-1Δ* strain under amino acid starvation conditions as effectively as that of *cpc-1*(WT) did. Finally, the impaired CPC-1 function of the *cpc-1*(T→C) strain was further indicated by the reduced induction of CPC-1 target genes in response to amino acid starvation. Note that codon optimization of *cpc-1* did not cause its overexpression (see Fig. S3 in the supplemental material). Thus, our study established a critical physiological role of codon usage in regulating CPC-1 structure and function.

In addition, our analyses established another *in vivo* example of the influence of codon usage on protein structure. Due to the role of codon usage in regulating the rate of translation elongation, codon usage was previously proposed to influence the cotranslational protein folding process (19, 22, 26, 28, 33–38). However, genetic evidence in support of such a role of codon usage is quite limited. By studying the codon usage function of the circadian clock genes *frequency* in *Neurospora* and *Period* in *Drosophila*, we previously showed that codon usage plays an important role in affecting the structures and, therefore, the functions of these two proteins *in vivo* (19, 36). Similarly to the *frequency* and *Period* genes, *cpc-1* is enriched in nonoptimal codons. Additionally, as with FRQ and PER proteins, most regions of the CPC-1 protein are predicted to be intrinsically disordered. Our findings are consistent with the hypothesis that the cotranslational protein folding process is sensitive to codon usage-mediated translation elongation kinetics and that this process is regulated to ensure proper functioning of the proteins with intrinsically disordered domains. Further supporting this, we and others previously showed that nonoptimal codon usage correlated with predicted unstructured domains in a genome-wide manner in *Neurospora* and other organisms (33, 52). The structure of the DNA binding domain of the yeast GCN4 was previously shown to be flexible (63–65). GCN4 exhibits a concentration-dependent α-helical transition: the transition of the GCN4 basic region from an unfolded to a folded conformation depends on its accessibility to DNA binding sites (65). Such properties may make it more sensitive to the cotranslational folding process.

Taken together, our results suggest that the unusual codon profile of *cpc-1* represents another example of evolutionary adaption that results in its optimal protein structure and function in response to environmental changes.

## MATERIALS AND METHODS

### Strains and growth conditions.

N. crassa strain 87-3 (*bd*, *a*) was used as the control and was further used as the host strain for the expression of various versions of *cpc-1* unless otherwise specified. For the growth rate assay, the FGSC 4200 (*a*, WT) strain was used as the control. The *cpc-1Δ* strain was obtained from the *Neurospora* knockout library (66). 

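mRNA-seq libraries were also made from the WT and *cpc-1Δ* strains cultured without 3-AT. The WT strain was sampled in 2% glucose medium (3 libraries) and in 0.1% glucose medium with 0.17% arginine (2 libraries), and *cpc-1Δ* in both media (2 libraries each). RPKM values for these libraries were deposited by the authors in the same form as for the WT and *cpc-1Δ* libraries with 3-AT. The 8 WT and 7 *cpc-1Δ* libraries, with and without 3-AT, were analyzed together, with a coefficient for each strain and culture, over 9013 genes. The RPKM values of a library added up to between 363953 and 370927 for WT in 2% glucose medium. In the 3 groups of 2 libraries, this sum was between 515150 and 546387. The same groups had the coarsest steps between low RPKM values, as libraries of lower depth do, so that differences between low values are less precise in them. The labels give no date or sequencing run for a library.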

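In the 7 *cpc-1Δ* libraries, *cpc-1* was listed above 0 in every library, with 5.11 RPKM as the highest value. Its level in *cpc-1Δ* was 4.13 ± 1.39 RPKM in 2% glucose medium and 2.45 ± 0.02 RPKM in 0.1% glucose medium (SD, *n* = 2 each). In the WT strain, the level was 1139 ± 20.4 RPKM in 2% glucose medium without 3-AT (SD, *n* = 3) and 424 ± 9.10 RPKM in 0.1% glucose medium (SD, *n* = 2). The log2 fold change between *cpc-1Δ* and WT was −7.82 (standard error, 0.13; adjusted *P* = 6.7e-12 by limma's moderated test with Benjamini-Hochberg adjustment) in 2% glucose medium without 3-AT. Each *cpc-1Δ* library was below each WT library in all cultures.

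**Figure D2:**
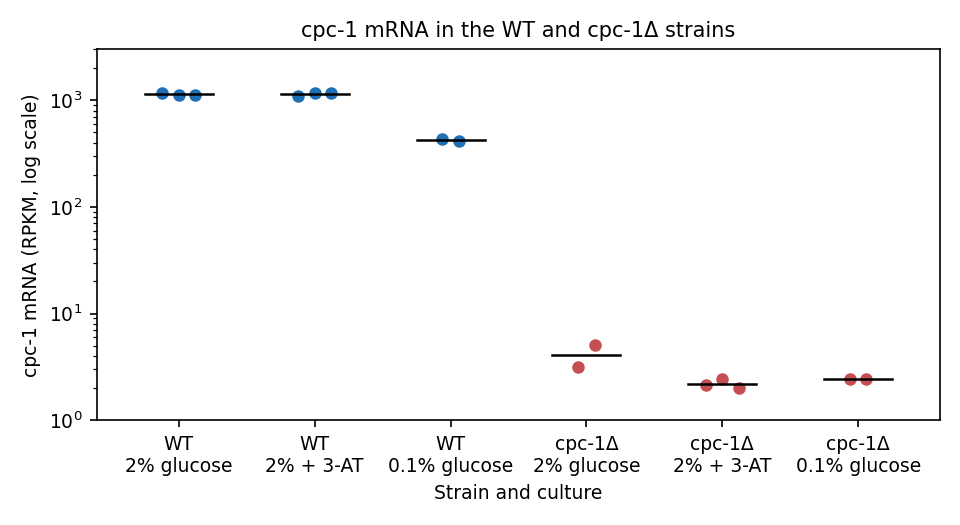
*cpc-1* mRNA level in RPKM (log scale) in the WT and *cpc-1Δ* strains in 3 cultures. Each point is 1 library and each line the mean of 2 or 3 libraries. All 7 *cpc-1Δ* libraries lie at or below 5.11 RPKM, and the lowest WT library is at 418 RPKM.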

Liquid cultures were grown in 2% glucose medium (1× Vogel’s, 2% glucose) or in 0.1% glucose medium (1× Vogel’s, 0.1% glucose, 0.17% arginine). Race tube medium contained 1× Vogel’s, 0.1% glucose, 0.17% arginine, 50 ng ml^−1^ biotin, and 1.5% agar. All the strains were cultured on slants containing 1× Vogel’s, 2% sucrose, and 1.5% agar before various experiments were performed. All the strains were cultured under constant light at room temperature.

### Plasmid constructs.

For gene expression at the *csr-1* locus in N. crassa, a hygromycin B resistance gene (*hph*) was inserted downstream of the *ccg-1* promoter of a parental plasmid, Pcsr1, to create a new plasmid, Pcsr1-hyg. Pcsr1-hyg is a *csr-1*-targeting expression vector with an expression cassette in which P_ccg-1_ and *hph* flank the gene of interest, and this cassette is flanked by two *csr-1*-related fragments that serve as the double recombination sites (67). 

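*csr-1* (NCU00726) lies on chromosome I of the NC12 assembly from 7403946 to 7406381. It was listed at 0 RPKM in all 3 libraries of *cpc-1Δ*, *cpc-1*(WT). In the 15 libraries of the WT and *cpc-1Δ* strains, whose *csr-1* gene is intact, it had between 1154 and 2650 RPKM. The gene on one side, NCU00727, extends from 7402330 to 7404039 and shares 94 bp with the annotated span of *csr-1*. NCU00727 was listed at 0 in the same 15 libraries and at 15.5, 17.3 and 17.9 RPKM in *cpc-1Δ*, *cpc-1*(WT). Values of 0 at overlapping genes were not read as absence of the mRNA. The gene on the other side, NCU00725, from 7406613 to 7408949, does not overlap *csr-1*. In the presence of 3-AT, its level was 51.3 ± 2.78 RPKM in *cpc-1Δ* and 52.1 ± 4.27 RPKM in *cpc-1Δ*, *cpc-1*(WT) (SD, *n* = 3 each), a difference smaller than the spread between libraries.

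**Figure D3:**
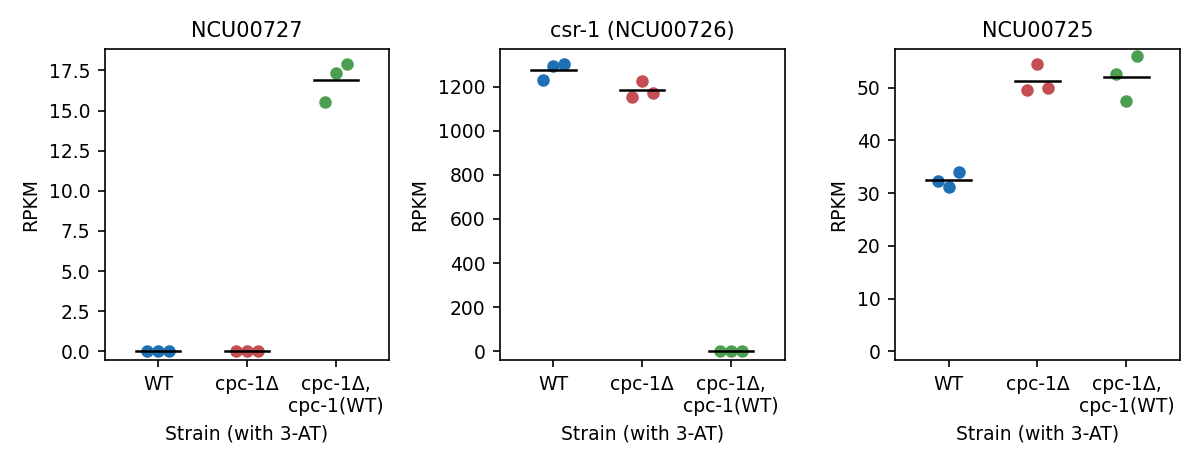
RPKM of NCU00727, *csr-1* and NCU00725, in their order on the chromosome, in the WT, *cpc-1Δ* and *cpc-1Δ*, *cpc-1*(WT) strains cultured with 3-AT. Each point is 1 library and each line the mean of 3 libraries. *csr-1* is at 0 and NCU00727 above 0 in the *cpc-1Δ*, *cpc-1*(WT) libraries alone.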

When this plasmid was transformed into N. crassa cells, it was integrated into the *csr-1* gene locus by replacing *csr-1* with the expression cassette by double homologous recombination. The resulting transformants were screened for both hygromycin B (200 μg ml^−1^) resistance and cyclosporine (5 μg ml^−1^) resistance conferred by the presence of *hph* and the absence of *csr-1*, respectively. The levels of efficiency and accuracy of this approach were very high (>90% positive transformants). In this study, two versions of *cpc-1*(WT) and *cpc-1*(T→C) with a 3×Flag tag and an 8×Gly linker at the N termini were separately introduced into the Pcsr1-hyg construct. The resulting constructs were transformed into host strains by electroporation. Homokaryon strains were obtained by microconidium purification.

### Protein stability and limited trypsin digestion assays.

For protein stability assay, the cycloheximide (CHX) working concentration and experimental procedures were the same as those previously described (19). For culture conditions, fresh conidia (1 week postinoculation on slants) of the host strains were cultured in 50 ml 2% glucose medium in plates at room temperature for 2 days. The cultures were cut into small discs with a diameter of 1 cm, and then the discs were transferred into flasks with the same liquid medium and were grown with orbital shaking (200 rpm) for one more day before addition of CHX (final concentration, 10 μg ml^−1^). For the samples treated with 3-AT, the culture discs in 2% glucose medium were treated with 5 mM 3-AT for 8 h before sample collection. Cells were collected at the indicated time points after addition of CHX. For the limited trypsin digestion assay, the culture conditions and sample collection procedures were the same as those described above except for the addition of CHX. The working concentration of trypsin was 0.25 μg/ml. Protein extraction and Western blot analyses were performed as previously described (68). Equal amounts of total proteins (100 μg) were loaded into all lanes of 7.5% SDS-PAGE gels containing 37.5:1 acrylamide/bisacrylamide. The primary and secondary antibodies used for detecting the 3×Flag were monoclonal anti-Flag M2 antibody produced in mouse (Sigma-Aldrich, catalog no. F3165) and goat anti-mouse IgG (H+L)-horseradish peroxidase (HRP) conjugate (Bio-Rad, catalog no. 170-6516), respectively. Densitometry was performed using Image J.

### Quantitative reverse transcription-PCR (qRT-PCR) and mRNA-seq.

For qRT-PCR, the sample collection procedures were the same as those described for the protein stability assay except that CHX was not added. For cultures treated with 3-AT as indicated in the figures, the liquid cultures were treated with 5 mM 3-AT for 8 h before sample collection. RNA extraction and qRT-PCR were performed as previously described (69). *β-tubulin* (NCU04054) was quantified as an internal control. Primers used for qRT-PCR are listed in Table S1 in the supplemental material. The relative mRNA levels of *cpc-1* in the WT, *cpc-1Δ*, and *cpc-1Δ*, *cpc-1*(WT) strains under amino acid starvation conditions were measured by determination of their RPKM (reads per kilobase per million) values from our high-throughput mRNA sequencing (mRNA-seq) data. The mRNA sequencing libraries used in this study were generated from cultures maintained in 2% glucose medium with 5 mM 3-AT treatment for 8 h before sample collection. The sample collection procedures were the same as those described for the protein stability assay except that CHX was not added. Total RNAs were extracted using TRIzol reagents (Invitrogen) and treated with DNase (Turbo DNase; Ambion). The libraries were prepared using NEBNext Ultra kits for RNA and sequenced by an Illumina HiSeq 2000 instrument. mRNA-seq experiments were performed by Joint Genome Institute (JGI) on an Illumina NovaSeq platform.

10.1128/mBio.02605-20.4 TABLE S1 Sequences of primers used in this study. Download Table S1, PDF file, 0.04 MB. Copyright © 2020 Lyu and Liu. 2020 Lyu and Liu. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Codon manipulation and data collection from databases.

The codons of *cpc-1* were optimized based on N. crassa codon usage frequency data from the Codon Usage Database (https://www.kazusa.or.jp/codon/cgi-bin/showcodon.cgi?species=5141). The mutated sites for the optimized *cpc-1*(T→C) are shown in Fig. S2 in the supplemental material.

### Data availability.

The raw and processed sequencing data have been submitted to the NCBI Gene Expression Omnibus under accession number GSE150287.

## References

[1] HinnebuschAG 2005 Translational regulation of *GCN4* and the general amino acid control of yeast. Annu Rev Microbiol 59:407–450. doi:10.1146/annurev.micro.59.031805.133833.16153175

[2] HinnebuschAG, NatarajanK 2002 Gcn4p, a master regulator of gene expression, is controlled at multiple levels by diverse signals of starvation and stress. Eukaryot Cell 1:22–32. doi:10.1128/ec.01.1.22-32.2002.12455968PMC118051

[3] TianC, KasugaT, SachsMS, GlassNL 2007 Transcriptional profiling of cross pathway control in *Neurospora crassa* and comparative analysis of the Gcn4 and CPC1 regulons. Eukaryot Cell 6:1018–1029. doi:10.1128/EC.00078-07.17449655PMC1951524

[4] SachsMS 1996 General and cross-pathway controls of amino acid biosynthesis, p 315–345. *In* BramblR, MarzlufGA (ed), The Mycota: biochemistry and molecular biology, vol III Springer-Verlag, Heidelberg, Germany.

[5] PaluhJL, YanofskyC 1991 Characterization of *Neurospora* CPC1, a bZIP DNA-binding protein that does not require aligned heptad leucines for dimerization. Mol Cell Biol 11:935–944. doi:10.1128/mcb.11.2.935.1824960PMC359753

[6] EbboleDJ, PaluhJL, PlamannM, SachsMS, YanofskyC 1991 *cpc-1*, the general regulatory gene for genes of amino acid biosynthesis in *Neurospora crassa*, is differentially expressed during the asexual life cycle. Mol Cell Biol 11:928–934. doi:10.1128/mcb.11.2.928.1824959PMC359752

[7] IvanovIP, WeiJ, CasterSZ, SmithKM, MichelAM, ZhangY, FirthAE, FreitagM, DunlapJC, Bell-PedersenD, AtkinsJF, SachsMS 2017 Translation initiation from conserved non-AUG codons provides additional layers of regulation and coding capacity. mBio 8:e00844-17. doi:10.1128/mBio.00844-17.28655822PMC5487733

[8] VattemKM, WekRC 2004 Reinitiation involving upstream ORFs regulates *ATF4* mRNA translation in mammalian cells. Proc Natl Acad Sci U S A 101:11269–11274. doi:10.1073/pnas.0400541101.15277680PMC509193

[9] LyuX, YangQ, LiL, DangY, ZhouZ, ChenS, LiuY 2020 Adaptation of codon usage to tRNA I34 modification controls translation kinetics and proteome landscape. PLoS Genet 16:e1008836. doi:10.1371/journal.pgen.1008836.32479508PMC7289440

[10] IrnigerS, BrausGH 2003 Controlling transcription by destruction: the regulation of yeast Gcn4p stability. Curr Genet 44:8–18. doi:10.1007/s00294-003-0422-3.14508604

[11] MeimounA, HoltzmanT, WeissmanZ, McBrideHJ, StillmanDJ, FinkGR, KornitzerD 2000 Degradation of the transcription factor Gcn4 requires the kinase Pho85 and the SCF(CDC4) ubiquitin-ligase complex. Mol Biol Cell 11:915–927. doi:10.1091/mbc.11.3.915.10712509PMC14820

[12] ShemerR, MeimounA, HoltzmanT, KornitzerD 2002 Regulation of the transcription factor Gcn4 by Pho85 cyclin PCL5. Mol Cell Biol 22:5395–5404. doi:10.1128/mcb.22.15.5395-5404.2002.12101234PMC133946

[13] ChiY, HuddlestonMJ, ZhangX, YoungRA, AnnanRS, CarrSA, DeshaiesRJ 2001 Negative regulation of Gcn4 and Msn2 transcription factors by Srb10 cyclin-dependent kinase. Genes Dev 15:1078–1092. doi:10.1101/gad.867501.11331604PMC312682

[14] IkemuraT 1985 Codon usage and tRNA content in unicellular and multicellular organisms. Mol Biol Evol 2:13–34. doi:10.1093/oxfordjournals.molbev.a040335.3916708

[15] SharpPM, TuohyTM, MosurskiKR 1986 Codon usage in yeast: cluster analysis clearly differentiates highly and lowly expressed genes. Nucleic Acids Res 14:5125–5143. doi:10.1093/nar/14.13.5125.3526280PMC311530

[16] ComeronJM 2004 Selective and mutational patterns associated with gene expression in humans: influences on synonymous composition and intron presence. Genetics 167:1293–1304. doi:10.1534/genetics.104.026351.15280243PMC1470943

[17] PlotkinJB, KudlaG 2011 Synonymous but not the same: the causes and consequences of codon bias. Nat Rev Genet 12:32–42. doi:10.1038/nrg2899.21102527PMC3074964

[18] XuY, MaP, ShahP, RokasA, LiuY, JohnsonCH 2013 Non-optimal codon usage is a mechanism to achieve circadian clock conditionality. Nature 495:116–120. doi:10.1038/nature11942.23417065PMC3593822

[19] ZhouM, GuoJ, ChaJ, ChaeM, ChenS, BarralJM, SachsMS, LiuY 2013 Non-optimal codon usage affects expression, structure and function of clock protein FRQ. Nature 495:111–115. doi:10.1038/nature11833.23417067PMC3629845

[20] HenseW, AndersonN, HutterS, StephanW, ParschJ, CarliniDB 2010 Experimentally increased codon bias in the *Drosophila Adh* gene leads to an increase in larval, but not adult, alcohol dehydrogenase activity. Genetics 184:547–555. doi:10.1534/genetics.109.111294.19966063PMC2828731

[21] LampsonBL, PershingNL, PrinzJA, LacsinaJR, MarzluffWF, NicchittaCV, MacAlpineDM, CounterCM 2013 Rare codons regulate KRas oncogenesis. Curr Biol 23:70–75. doi:10.1016/j.cub.2012.11.031.23246410PMC3567844

[22] YuCH, DangY, ZhouZ, WuC, ZhaoF, SachsMS, LiuY 2015 Codon usage influences the local rate of translation elongation to regulate co-translational protein folding. Mol Cell 59:744–754. doi:10.1016/j.molcel.2015.07.018.26321254PMC4561030

[23] WeinbergDE, ShahP, EichhornSW, HussmannJA, PlotkinJB, BartelDP 2016 Improved ribosome-footprint and mRNA measurements provide insights into dynamics and regulation of yeast translation. Cell Rep 14:1787–1799. doi:10.1016/j.celrep.2016.01.043.26876183PMC4767672

[24] YangQ, YuCH, ZhaoF, DangY, WuC, XieP, SachsMS, LiuY 2019 eRF1 mediates codon usage effects on mRNA translation efficiency through premature termination at rare codons. Nucleic Acids Res 47:9243–9258. doi:10.1093/nar/gkz710.31410471PMC6755126

[25] HussmannJA, PatchettS, JohnsonA, SawyerS, PressWH 2015 Understanding biases in ribosome profiling experiments reveals signatures of translation dynamics in yeast. PLoS Genet 11:e1005732. doi:10.1371/journal.pgen.1005732.26656907PMC4684354

[26] ZhaoF, YuCH, LiuY 2017 Codon usage regulates protein structure and function by affecting translation elongation speed in *Drosophila* cells. Nucleic Acids Res 45:8484–8492. doi:10.1093/nar/gkx501.28582582PMC5737824

[27] ZhouZ, DangY, ZhouM, LiL, YuCH, FuJ, ChenS, LiuY 2016 Codon usage is an important determinant of gene expression levels largely through its effects on transcription. Proc Natl Acad Sci U S A 113:E6117–E6125. doi:10.1073/pnas.1606724113.27671647PMC5068308

[28] FuJ, DangY, CounterC, LiuY 2018 Codon usage regulates human KRAS expression at both transcriptional and translational levels. J Biol Chem 293:17929–17940. doi:10.1074/jbc.RA118.004908.30275015PMC6240855

[29] KudlaG, LipinskiL, CaffinF, HelwakA, ZyliczM 2006 High guanine and cytosine content increases mRNA levels in mammalian cells. PLoS Biol 4:e180. doi:10.1371/journal.pbio.0040180.16700628PMC1463026

[30] NewmanZR, YoungJM, IngoliaNT, BartonGM 2016 Differences in codon bias and GC content contribute to the balanced expression of TLR7 and TLR9. Proc Natl Acad Sci U S A 113:E1362–E1371. doi:10.1073/pnas.1518976113.26903634PMC4791032

[31] ZhouZ, DangY, ZhouM, YuanH, LiuY 2018 Codon usage biases co-evolve with transcription termination machinery to suppress premature cleavage and polyadenylation. Elife 7:e33569. doi:10.7554/eLife.33569.29547124PMC5869017

[32] QuaxTE, ClaassensNJ, SöllD, van der OostJ 2015 Codon bias as a means to fine-tune gene expression. Mol Cell 59:149–161. doi:10.1016/j.molcel.2015.05.035.26186290PMC4794256

[33] ZhouM, WangT, FuJ, XiaoG, LiuY 2015 Nonoptimal codon usage influences protein structure in intrinsically disordered regions. Mol Microbiol 97:974–987. doi:10.1111/mmi.13079.26032251PMC4636118

[34] ChaneyJL, ClarkPL 2015 Roles for synonymous codon usage in protein biogenesis. Annu Rev Biophys 44:143–166. doi:10.1146/annurev-biophys-060414-034333.25747594

[35] KomarAA 2009 A pause for thought along the co-translational folding pathway. Trends Biochem Sci 34:16–24. doi:10.1016/j.tibs.2008.10.002.18996013

[36] FuJ, MurphyKA, ZhouM, LiYH, LamVH, TabulocCA, ChiuJC, LiuY 2016 Codon usage affects the structure and function of the *Drosophila* circadian clock protein PERIOD. Genes Dev 30:1761–1775. doi:10.1101/gad.281030.116.27542830PMC5002980

[37] SanderIM, ChaneyJL, ClarkPL 2014 Expanding Anfinsen's principle: contributions of synonymous codon selection to rational protein design. J Am Chem Soc 136:858–861. doi:10.1021/ja411302m.24392935PMC3959793

[38] WalshIM, BowmanMA, Soto SantarriagaIF, RodriguezA, ClarkPL 2020 Synonymous codon substitutions perturb cotranslational protein folding in vivo and impair cell fitness. Proc Natl Acad Sci U S A 117:3528–3534. doi:10.1073/pnas.1907126117.32015130PMC7035613

[39] Kimchi-SarfatyC, OhJM, KimIW, SaunaZE, CalcagnoAM, AmbudkarSV, GottesmanMM 2007 A “silent” polymorphism in the *MDR1* gene changes substrate specificity. Science 315:525–528. doi:10.1126/science.1135308.17185560

[40] BuhrF, JhaS, ThommenM, MittelstaetJ, KutzF, SchwalbeH, RodninaMV, KomarAA 2016 Synonymous codons direct cotranslational folding toward different protein conformations. Mol Cell 61:341–351. doi:10.1016/j.molcel.2016.01.008.26849192PMC4745992

[41] O'BrienEP, CiryamP, VendruscoloM, DobsonCM 2014 Understanding the influence of codon translation rates on cotranslational protein folding. Acc Chem Res 47:1536–1544. doi:10.1021/ar5000117.24784899

[42] ZhangG, IgnatovaZ 2011 Folding at the birth of the nascent chain: coordinating translation with co-translational folding. Curr Opin Struct Biol 21:25–31. doi:10.1016/j.sbi.2010.10.008.21111607

[43] ZhangG, HubalewskaM, IgnatovaZ 2009 Transient ribosomal attenuation coordinates protein synthesis and co-translational folding. Nat Struct Mol Biol 16:274–280. doi:10.1038/nsmb.1554.19198590

[44] PechmannS, ChartronJW, FrydmanJ 2014 Local slowdown of translation by nonoptimal codons promotes nascent-chain recognition by SRP in vivo. Nat Struct Mol Biol 21:1100–1105. doi:10.1038/nsmb.2919.25420103PMC4488850

[45] KimSJ, YoonJS, ShishidoH, YangZ, RooneyLA, BarralJM, SkachWR 2015 Translational tuning optimizes nascent protein folding in cells. Science 348:444–448. doi:10.1126/science.aaa3974.25908822

[46] SaunaZE, Kimchi-SarfatyC 2011 Understanding the contribution of synonymous mutations to human disease. Nat Rev Genet 12:683–691. doi:10.1038/nrg3051.21878961

[47] KomarAA, LesnikT, ReissC 1999 Synonymous codon substitutions affect ribosome traffic and protein folding during in vitro translation. FEBS Lett 462:387–391. doi:10.1016/s0014-5793(99)01566-5.10622731

[48] KirchnerS, CaiZ, RauscherR, KastelicN, AndingM, CzechA, KleizenB, OstedgaardLS, BraakmanI, SheppardDN, IgnatovaZ 2017 Alteration of protein function by a silent polymorphism linked to tRNA abundance. PLoS Biol 15:e2000779. doi:10.1371/journal.pbio.2000779.28510592PMC5433685

[49] AlexakiA, HettiarachchiGK, AtheyJC, KatneniUK, SimhadriV, Hamasaki-KatagiriN, NanavatyP, LinB, TakedaK, FreedbergD, MonroeD, McGillJR, PetersR, KamesJM, HolcombDD, HuntRC, SaunaZE, GelinasA, JanjicN, DiCuccioM, BarH, KomarAA, Kimchi-SarfatyC 2019 Effects of codon optimization on coagulation factor IX translation and structure: implications for protein and gene therapies. Sci Rep 9:15449. doi:10.1038/s41598-019-51984-2.31664102PMC6820528

[50] HuntR, HettiarachchiG, KatneniU, HernandezN, HolcombD, KamesJ, AlnifaidyR, LinB, Hamasaki-KatagiriN, WesleyA, KafriT, MorrisC, BoucheL, PanicoM, SchillerT, IblaJ, BarH, IsmailA, MorrisH, KomarA, Kimchi-SarfatyC 2019 A single synonymous variant (c.354G>A [p.P118P]) in *ADAMTS13* confers enhanced specific activity. Int J Mol Sci 20:5734. doi:10.3390/ijms20225734.PMC688850831731663

[51] ThanarajTA, ArgosP 1996 Protein secondary structural types are differentially coded on messenger RNA. Protein Sci 5:1973–1983. doi:10.1002/pro.5560051003.8897597PMC2143259

[52] PechmannS, FrydmanJ 2013 Evolutionary conservation of codon optimality reveals hidden signatures of cotranslational folding. Nat Struct Mol Biol 20:237–243. doi:10.1038/nsmb.2466.23262490PMC3565066

[53] ClarkeTFIV, ClarkPL 2010 Increased incidence of rare codon clusters at 5' and 3' gene termini: implications for function. BMC Genom 11:118. doi:10.1186/1471-2164-11-118.PMC283316020167116

[54] RadfordA, ParishJH 1997 The genome and genes of *Neurospora crassa*. Fungal Genet Biol 21:258–266. doi:10.1006/fgbi.1997.0979.9290240

[55] SachsMS, YanofskyC 1991 Developmental expression of genes involved in conidiation and amino acid biosynthesis in *Neurospora crassa*. Dev Biol 148:117–128. doi:10.1016/0012-1606(91)90322-t.1834495

[56] BrennanMB, StruhlK 1980 Mechanisms of increasing expression of a yeast gene in *Escherichia coli*. J Mol Biol 136:333–338. doi:10.1016/0022-2836(80)90377-0.6990004

[57] JoungJK, RammEI, PaboCO 2000 A bacterial two-hybrid selection system for studying protein–DNA and protein–protein interactions. Proc Natl Acad Sci U S A 97:7382–7387. doi:10.1073/pnas.110149297.10852947PMC16554

[58] FrumkinI, LajoieMJ, GreggCJ, HornungG, ChurchGM, PilpelY 2018 Codon usage of highly expressed genes affects proteome-wide translation efficiency. Proc Natl Acad Sci U S A 115:E4940–E4949. doi:10.1073/pnas.1719375115.29735666PMC6003480

[59] JeacockL, FariaJ, HornD 2018 Codon usage bias controls mRNA and protein abundance in trypanosomatids. Elife 7:e32496. doi:10.7554/eLife.32496.29543155PMC5896881

[60] Streckfuss-BomekeK, SchulzeF, HerzogB, ScholzE, BrausGH 2009 Degradation of *Saccharomyces cerevisiae* transcription factor Gcn4 requires a C-terminal nuclear localization signal in the cyclin Pcl5. Eukaryot Cell 8:496–510. doi:10.1128/EC.00324-08.19218424PMC2669204

[61] MittalN, GuimaraesJC, GrossT, SchmidtA, Vina-VilasecaA, NedialkovaDD, AeschimannF, LeidelSA, SpangA, ZavolanM 2017 The Gcn4 transcription factor reduces protein synthesis capacity and extends yeast lifespan. Nat Commun 8:457. doi:10.1038/s41467-017-00539-y.28878244PMC5587724

[62] PaluhJL, OrbachMJ, LegertonTL, YanofskyC 1988 The cross-pathway control gene of *Neurospora crassa*, *cpc-1*, encodes a protein similar to GCN4 of yeast and the DNA-binding domain of the oncogene v-*jun*-encoded protein. Proc Natl Acad Sci U S A 85:3728–3732. doi:10.1073/pnas.85.11.3728.2967496PMC280291

[63] ThompsonKS, VinsonCR, FreireE 1993 Thermodynamic characterization of the structural stability of the coiled-coil region of the bZIP transcription factor GCN4. Biochemistry 32:5491–5496. doi:10.1021/bi00072a001.8504069

[64] SaudekV, PastoreA, Castiglione MorelliMA, FrankR, GausepohlH, GibsonT, WeihF, RoeschP 1990 Solution structure of the DNA-binding domain of the yeast transcriptional activator protein GCN4. Protein Eng 4:3–10. doi:10.1093/protein/4.1.3.2290831

[65] WeissMA, EllenbergerT, WobbeCR, LeeJP, HarrisonSC, StruhlK 1990 Folding transition in the DMA-binding domain of GCN4 on specific binding to DNA. Nature 347:575–578. doi:10.1038/347575a0.2145515

[66] ColotHV, ParkG, TurnerGE, RingelbergC, CrewCM, LitvinkovaL, WeissRL, BorkovichKA, DunlapJC 2006 A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. Proc Natl Acad Sci U S A 103:10352–10357. doi:10.1073/pnas.0601456103.16801547PMC1482798

[67] BardiyaN, ShiuPK 2007 Cyclosporin A-resistance based gene placement system for *Neurospora crassa*. Fungal Genet Biol 44:307–314. doi:10.1016/j.fgb.2006.12.011.17320431

[68] GarceauNY, LiuY, LorosJJ, DunlapJC 1997 Alternative initiation of translation and time-specific phosphorylation yield multiple forms of the essential clock protein FREQUENCY. Cell 89:469–476. doi:10.1016/s0092-8674(00)80227-5.9150146

[69] XueZ, YeQ, AnsonSR, YangJ, XiaoG, KowbelD, GlassNL, CrosthwaiteSK, LiuY 2014 Transcriptional interference by antisense RNA is required for circadian clock function. Nature 514:650–653. doi:10.1038/nature13671.25132551PMC4214883

# Supplementary material for: Nonoptimal Codon Usage Is Critical for Protein Structure and Function of the Master General Amino Acid Control Regulator CPC-1
**Source:** mBio. 2020 Oct 13;11(5):e02605-20. doi: 10.1128/mBio.02605-20
**Supplement:** FIG S2

# Figure S2

|             |                                                                                                                            |
|-------------|----------------------------------------------------------------------------------------------------------------------------|
| cpc-1 (WT)  | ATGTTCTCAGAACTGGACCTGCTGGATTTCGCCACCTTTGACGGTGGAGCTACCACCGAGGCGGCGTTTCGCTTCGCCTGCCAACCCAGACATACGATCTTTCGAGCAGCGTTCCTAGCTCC |
| cpc-1 (T→C) | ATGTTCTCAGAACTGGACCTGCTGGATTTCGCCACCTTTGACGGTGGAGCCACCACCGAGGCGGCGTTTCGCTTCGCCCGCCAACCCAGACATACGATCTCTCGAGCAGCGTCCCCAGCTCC |
|             | *****                                                                                                                      |
| cpc-1 (WT)  | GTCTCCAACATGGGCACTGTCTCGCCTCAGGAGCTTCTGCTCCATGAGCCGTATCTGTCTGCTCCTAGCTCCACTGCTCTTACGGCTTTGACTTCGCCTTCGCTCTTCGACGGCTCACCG   |
| cpc-1 (T→C) | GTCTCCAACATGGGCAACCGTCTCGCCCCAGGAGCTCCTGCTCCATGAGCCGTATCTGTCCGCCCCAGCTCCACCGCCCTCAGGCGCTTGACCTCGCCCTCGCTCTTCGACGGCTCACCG   |
|             | *****                                                                                                                      |
| cpc-1 (WT)  | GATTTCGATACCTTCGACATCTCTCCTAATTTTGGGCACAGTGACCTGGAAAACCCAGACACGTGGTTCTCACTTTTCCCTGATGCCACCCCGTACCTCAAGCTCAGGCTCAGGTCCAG    |
| cpc-1 (T→C) | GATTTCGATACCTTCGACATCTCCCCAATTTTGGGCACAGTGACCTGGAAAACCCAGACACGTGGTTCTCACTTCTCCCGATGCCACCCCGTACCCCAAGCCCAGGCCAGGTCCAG       |
|             | *****                                                                                                                      |
| cpc-1 (WT)  | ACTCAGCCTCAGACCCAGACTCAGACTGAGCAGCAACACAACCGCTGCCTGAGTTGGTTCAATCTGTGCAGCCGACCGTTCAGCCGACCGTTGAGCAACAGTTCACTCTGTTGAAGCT     |
| cpc-1 (T→C) | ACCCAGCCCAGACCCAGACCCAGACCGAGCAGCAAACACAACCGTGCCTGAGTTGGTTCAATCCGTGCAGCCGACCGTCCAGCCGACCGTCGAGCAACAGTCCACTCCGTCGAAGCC      |
|             | ** *****                                                                                                                   |
| cpc-1 (WT)  | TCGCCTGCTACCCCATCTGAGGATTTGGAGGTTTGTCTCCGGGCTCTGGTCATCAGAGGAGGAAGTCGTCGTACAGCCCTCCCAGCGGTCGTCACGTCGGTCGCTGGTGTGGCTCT       |
| cpc-1 (T→C) | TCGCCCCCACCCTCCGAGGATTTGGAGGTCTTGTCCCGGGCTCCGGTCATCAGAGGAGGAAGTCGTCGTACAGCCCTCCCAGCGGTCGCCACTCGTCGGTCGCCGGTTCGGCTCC        |
|             | *****                                                                                                                      |
| cpc-1 (WT)  | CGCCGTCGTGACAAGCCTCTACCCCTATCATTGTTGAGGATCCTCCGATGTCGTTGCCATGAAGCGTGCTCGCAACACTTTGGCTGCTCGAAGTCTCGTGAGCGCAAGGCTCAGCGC      |
| cpc-1 (T→C) | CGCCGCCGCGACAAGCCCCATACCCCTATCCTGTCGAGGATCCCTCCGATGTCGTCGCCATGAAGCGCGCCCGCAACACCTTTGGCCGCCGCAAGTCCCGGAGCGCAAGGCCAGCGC      |
|             | *****                                                                                                                      |
| cpc-1 (WT)  | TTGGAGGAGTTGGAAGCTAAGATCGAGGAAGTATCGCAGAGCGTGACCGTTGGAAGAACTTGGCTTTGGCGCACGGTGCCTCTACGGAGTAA                               |
| cpc-1 (T→C) | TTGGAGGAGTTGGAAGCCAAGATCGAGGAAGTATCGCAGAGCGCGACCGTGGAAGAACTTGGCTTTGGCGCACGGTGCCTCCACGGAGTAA                                |
|             | *****                                                                                                                      |

# Supplementary material for: Nonoptimal Codon Usage Is Critical for Protein Structure and Function of the Master General Amino Acid Control Regulator CPC-1
**Source:** mBio. 2020 Oct 13;11(5):e02605-20. doi: 10.1128/mBio.02605-20
**Supplement:** TABLE S1

**Table S1. Primers used for RT-PCR.**

| <b>Gene</b>           | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|-----------------------|-------------------------------|-------------------------------|
| <i>cpc-1</i> (5' UTR) | CTTCTTCATCATCAGCCAACA         | CCTTGTCATCGTCATCCTTGTA        |
| <i>his-3</i>          | CCTCGTTCGTCAAGCACATTA         | CTCCTCAACCTTAGCCAACGT         |
| <i>thr-5</i>          | GATTGGCGGTGGACTAAGAC          | TGGTGTCAACAGGATGAAGAAG        |
| <i>hom-1</i>          | GGATACACTGTCAGCGTTGG          | TCAGCGTTAAGGATGGAGGAA         |
| <i>thr-4</i>          | CGTGCGGATGTTACCTTCAA          | CGTCATGGACTCGACAATCTT         |
| <i>his-5</i>          | AAGGTGATGCGTGCGAACA           | GTCTCGTTGCTCGGCTTCC           |
| <i>his-4</i>          | GCGTCGGCTACAGAACTATC          | GTGCTTCAGCGAGGTAAGAA          |
| <i>aro-8</i>          | ATGTCGCTTGTCTCCTCTG           | ACTTCCTTGCCGTTGATGGT          |
| <i>aki-1</i>          | CCGAGATGAAGAATGATTGGTAT       | CAGGAAGGTGAACAAGTTGGTAT       |
| <i>arg-12</i>         | GTCCTCAATGCTTCTGCTTACAA       | TGCTTCGCTTGCTGAACATC          |
| <i>trp-3</i>          | ACCTATATCCTTCAGAACCAATACG     | GCTCGGTATCCTTCCAGTTG          |
| <i>ser-2</i>          | GCTGCTAACGGTGACTIONT          | GGTGAGGATGATGTTGTTGAG         |
| <i>aro-7</i>          | GGAGAAGGAGAAGCACAAGGA         | GGTGAGGTCAACGAACAACGT         |
| <i>ppm-3</i>          | CGCAAGATTAGCAACCACCTA         | CATCCACGATCCTCAATCCATT        |
| <i>arg-10</i>         | CTGGCTGTCAAGAAGGAGTG          | GCTCATTGGCAGTGTGGATA          |
| $\beta$ -tubulin      | GCGTATCGGCGAGCAGTT            | CCTCACCAGTGTACCAATGCA         |

How the deposited data were processed for this re-analysis (not part of the article)

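mRNA-seq values of 18 libraries were analyzed, in 7 groups of 2 or 3 libraries. The WT and *cpc-1Δ* strains were sampled in 2% glucose medium without and with 3-AT (5 mM, 8 h) and in 0.1% glucose medium, and *cpc-1Δ*, *cpc-1*(WT) in 2% glucose medium with 3-AT. The groups, their strains and their replicate numbers were taken from the labels of the samples. For the 3 libraries of *cpc-1Δ*, *cpc-1*(WT), the values carry the heading GCN4WT where the label names *cpc-1*(WT). The label was followed, and this mismatch was not resolved. For each library, the authors deposited RPKM values for annotated transcripts, with replicates kept apart. The paper's text names neither the aligner nor the annotation, and it does not say to which total of reads the values are scaled. Of 10792 entries in each file, 7 with a remark in the identifier were left out, and the values of a gene's transcripts were added. This gave 9730 genes, of which 898 had more than 1 transcript. Symbols and positions came from an NC12 table, which matched 9729 of the genes and gave a symbol other than the locus tag for 1118 of them. For 124 genes, at least 1 *cpc-1Δ*, *cpc-1*(WT) library gave no number, and these genes were left out of comparisons with that strain.

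The depth of the libraries is unknown because the files hold no read counts, so neither intervals from counting error nor detection floors were computed. The steps between the smallest RPKM values give a relative depth, which was 2.07 to 7.60 in the groups of 2 libraries and 12.4 to 22.2 in the groups of 3. The RPKM values multiplied by gene length added up to between 117.8% and 123.9% of the total to which RPKM values are scaled in the groups of 2 and to between 60.8% and 97.1% in the groups of 3. Gene length is the annotated span, introns included, and not the length behind the RPKM values, so that these percentages are not shares of reads. Spearman's rho between libraries of the same group was between 0.94 and 0.97 across genes. An RPKM of 0 was not read as absence of the mRNA, since 749 genes were listed at 0 in 1 library and at 5 RPKM or more in the other libraries of the same group.

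Tests on counts were planned, with limma on log2 values if the files held normalized values, and the latter was used. The values were analyzed as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with 1 coefficient for each group, the default empirical Bayes step and Benjamini-Hochberg adjustment over all genes tested. An adjusted *P* under 0.05 was the threshold. Genes at 0 in every library were not tested, and no other filter was applied. The comparisons with 3-AT between the 3 strains were made on 9 libraries (8688 genes). The comparisons of *cpc-1Δ* with WT without 3-AT and in 0.1% glucose medium, of WT with and without 3-AT, and of the 3-AT effect between *cpc-1Δ* and WT were made on 15 libraries (9013 genes). The procedure was tried on simulated values for 9 libraries, with normal noise of each gene's spread around 1 mean for all libraries. Of 7038 genes with a mean above 1 RPKM, 200 were changed by a log2 fold change of 1. The procedure found 81.5% of the changed genes, and 3.6% of the genes it called were unchanged. The simulation had no difference in scale between libraries and no groups of 2, and it did not imitate isolated values of 0. The 3.6% is therefore not an error rate of the calls in the real data. Tables, exact permutation tests and Fisher's exact tests were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

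The alternatives were a pseudocount of 0.1, upper-quartile scaling, a filter of 1 RPKM in every library of a group, a fit of all 18 libraries, a fit of only the groups compared, the replicate number as a block, division by *β-tubulin*, subtraction of the *cpc-1Δ* mean and leaving out each library of a group of 3 in turn. The pairs in the block came from the replicate numbers in the labels. Another 5 alternatives were added, namely scaling by the median ratio to the mean library, leaving out an isolated 0, the first transcript alone, a prior variance that follows the mean and reading a missing number as 0. The genes named are *cpc-1*, the genes of Fig. 4C, *β-tubulin*, *csr-1* and *ccg-1*, strain markers, the neighbors of *cpc-1* and *csr-1*, and for each comparison the 2 genes with the largest and the 2 with the smallest log2 fold change. These last genes had to pass the threshold, have a mean of at least 10 RPKM and differ in the same direction for every library of one group against every library of the other. The motif upstream of genes and codon usage were not analysed here.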

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

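The tests of reads outside the listed genes, of the genes with the most reads, of the scaling of the interaction, of the replicate numbers, of the overlap between NCU00727 and *csr-1* and of other splits of the libraries were chosen only after the results were seen. The paper uses the mRNA-seq values for *cpc-1* alone, and the changes in other genes described here are not reported in it.

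In the presence of 3-AT, 5294 genes differed between *cpc-1Δ* and WT with an adjusted *P* under 0.05 (limma with Benjamini-Hochberg adjustment), 5454 between *cpc-1Δ*, *cpc-1*(WT) and WT, and 2948 between *cpc-1Δ*, *cpc-1*(WT) and *cpc-1Δ*. In the WT strain, 3991 genes differed between cultures with and without 3-AT. Between *cpc-1Δ* and WT, 4911 genes differed in 2% glucose medium without 3-AT and 4436 in 0.1% glucose medium. The *cpc-1Δ*, *cpc-1*(WT) libraries were tabulated apart from the others, and no other group has this strain. Whether they were also made or sequenced apart is not known. A batch can thus not be told apart from the strain in the comparisons with them. As deposited, most of the genes that differed were higher in *cpc-1Δ* than in WT with 3-AT (3951 of 5294), and fewer were higher than lower in WT with 3-AT against none (912 against 3079). The median log2 fold change was taken over the genes whose mean on the log2 scale was above that of 10 RPKM. It was 0.73 for *cpc-1Δ*, *cpc-1*(WT) against WT, 0.25 for *cpc-1Δ*, *cpc-1*(WT) against *cpc-1Δ* and 0.49 for *cpc-1Δ* against WT with 3-AT. It was 0.52 for *cpc-1Δ* against WT in 2% glucose medium without 3-AT and −0.37 for WT with 3-AT against none. For *cpc-1Δ* against WT in 0.1% glucose medium, it was −0.01.

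The values of a library can shift together when a different share of its reads falls outside the listed genes. This was not settled. The sum of RPKM times gene length moved in the same direction as the median log2 fold change in 5 of the 5 comparisons whose median moved by over 0.1, for example by a log2 ratio of 0.60 for *cpc-1Δ*, *cpc-1*(WT) against WT, but both are made from the same RPKM values and tend to move together whatever the cause. A few genes with most of the reads do not account for it, since the share left to all but the 10 largest genes changed by a log2 ratio of at most 0.050. The direction of most genes cannot be told apart from a difference in the total of reads to which the values were scaled. After each library was scaled by its median ratio, 4696 genes still differed between *cpc-1Δ* and WT with 3-AT, 2308 higher and 2388 lower. Of these, 3640 had also differed in the same direction before scaling.

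The 6 libraries of each comparison between groups of 3 can be split in 10 ways, of which 4 part every pair of the same replicate number. For each of the 4 such comparisons (the 3 between strains with 3-AT, and WT with and without 3-AT), 1 of these 4 splits, the real one, gave as many genes. The real splits gave 2948 to 5454 genes, and the other splits, which part 1 or 3 of the pairs, gave between 0 and 4. Because a design of this size cannot give a smaller share, the share itself is no evidence for or against chance.

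The *cpc-1Δ* libraries without 3-AT form groups of 2 with a lower relative depth. After median-ratio scaling, the share of genes that differed between *cpc-1Δ* and WT in 2% glucose medium without 3-AT was 58.9% among the 3003 genes with a mean of at least 20 RPKM and 40.3% among all genes. Higher values are tested with more power, and WT with 3-AT against none, which has no group of 2, gave 60.2% and 39.5%, so that an effect of lower depth cannot be told apart by this test. Gene length was almost unrelated to the log2 fold change in this comparison (Spearman's rho across genes, 0.05), and only weakly in *cpc-1Δ* against WT in 0.1% glucose medium (0.144) and in WT with 3-AT against none (0.141). With 3-AT, rho was −0.176 for *cpc-1Δ*, *cpc-1*(WT) against *cpc-1Δ*, −0.125 for *cpc-1Δ*, *cpc-1*(WT) against WT and −0.034 for *cpc-1Δ* against WT. For the interaction it was −0.062. With the replicate number as a block, 4304 genes differed in 0.1% glucose medium. If the groups of 2 shared a library batch, the change in 2% glucose medium would resemble that between WT in 0.1% glucose medium and WT with 3-AT, which shares no library with it. Spearman's rho with that change was 0.137 across 5922 genes, and 0.048 with the change between *cpc-1Δ* in 0.1% glucose medium and *cpc-1Δ* with 3-AT, which shares no library with it either. It was 0.498 with the change between *cpc-1Δ* and WT in the presence of 3-AT and 0.312 with that in 0.1% glucose medium. A batch of the groups of 2 would cancel in these last comparisons, which are made between groups of the same size and share no library with the change in 2% glucose medium. The part of the change that follows them is therefore not accounted for by such a batch, and a strain difference is the hypothesis for it. The rest cannot be told apart from a batch by this test, and genes are not independent replicates.

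The effect of 3-AT differed between *cpc-1Δ* and WT for 3162 genes by a test of the difference itself (limma's interaction term with Benjamini-Hochberg adjustment), with 1104 higher and 2058 lower. After median-ratio scaling the count was 3172, and 2798 genes had the same direction in both. The scaling of the libraries is thus not enough to account for it. Among the genes with a mean of at least 20 RPKM, 55.3% differed, against 35.2% of all genes, which does not separate depth from power for the same reason as in 2% glucose medium. Since the *cpc-1Δ* libraries with and without 3-AT also differ in group size and relative depth, the interaction cannot be told apart from a library batch or from lower depth. A dependence of the response to 3-AT on *cpc-1* is a biological explanation that the design offers, and it may account for part of these genes. The *cpc-1Δ* strain came from a knockout library, and whether it differs from the WT strain in *cpc-1* alone was not tested.

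NCU00727 was listed at a mean of 16.9 RPKM in *cpc-1Δ*, *cpc-1*(WT) with 3-AT and at 0 in each of the 15 other libraries. If the separate tabulation of these libraries were the cause, many genes would share the pattern. Only 2 genes, NCU00727 and NCU09479, were at 5 RPKM or more in these libraries and at 0 in all others, and the other groups of 3 had 0, 1 and 2 such genes. NCU09479 was chosen after its values were seen. The annotated span of NCU00727 overlaps 1 neighbor, *csr-1*, which is replaced in this strain. A candidate explanation is that reads of NCU00727 are not assigned to it as long as *csr-1* is transcribed, and this technical explanation remains beside an effect of the inserted cassette on its neighbor, which was not tested.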

How the results depend on the processing

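The count-based alternatives, a library scale from counts, exon lengths, the motif and the codon usage were not run, and no library was left out of a group of 2. The other 8 alternatives and the fits that each left out 1 library were set before the data were examined, and the 5 named last in the processing summary were chosen after seeing the data.

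The lower *cpc-1* level in *cpc-1Δ*, *cpc-1*(WT) than in WT kept its direction and its side of the threshold under every alternative run. The log2 fold change was −4.68 with upper-quartile and with median-ratio scaling, −3.99 with a pseudocount of 0.1 and from −4.05 to −3.93 across the 6 fits that each left out 1 library. The *cpc-1* level moved by more than the spread between libraries with median-ratio scaling, to 1504 RPKM in WT and 57.7 RPKM in *cpc-1Δ*, *cpc-1*(WT), because the libraries of these strains were scaled in opposite directions.

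The number of genes that differed stayed within 1.5 times its value under every alternative run. It was between 4297 and 5610 for *cpc-1Δ*, *cpc-1*(WT) against WT, between 2394 and 3065 for *cpc-1Δ*, *cpc-1*(WT) against *cpc-1Δ*, between 4696 and 5435 for *cpc-1Δ* against WT with 3-AT and between 3559 and 4295 for WT with 3-AT against none. It was between 3628 and 5281 for *cpc-1Δ* against WT in 2% glucose medium without 3-AT, between 3355 and 4756 in 0.1% glucose medium and between 2853 and 3565 for the interaction. The balance of genes higher and lower depends on the scaling. Most genes that differed both as deposited and after median-ratio scaling kept their direction. These were 2845 of 3423 for *cpc-1Δ*, *cpc-1*(WT) against WT and 3640 of 3809 for *cpc-1Δ* against WT with 3-AT. In 0.1% glucose medium, they were 4277 of 4277. The numbers of genes higher and lower were 4718 and 736 for *cpc-1Δ*, *cpc-1*(WT) against WT as deposited, 2126 and 2171 with upper-quartile scaling and 2123 and 2209 with median-ratio scaling. For *cpc-1Δ*, *cpc-1*(WT) against *cpc-1Δ* they were 2556 and 392, then 1154 and 1526, then 1430 and 1088. For *cpc-1Δ* against WT with 3-AT they were 3951 and 1343, then 2595 and 2156, then 2308 and 2388. For WT with 3-AT against none they were 912 and 3079, then 1820 and 1755, then 1961 and 1598. For *cpc-1Δ* against WT in 2% glucose medium without 3-AT they were 4247 and 664, then 2094 and 1599, then 1807 and 1821. For *cpc-1Δ* against WT in 0.1% glucose medium they were 2010 and 2426, then 2318 and 2081, then 1935 and 2410. For the interaction they were 1104 and 2058, then 1420 and 1771, then 1441 and 1731. Same-numbered libraries were unrelated (mean correlation of their deviations across genes, −0.06 to 0.07), and the replicate block gave 5350, 2689, 5134, 3874, 4761, 4304 and 2912 genes in these 7 comparisons.

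*β-tubulin*, to which the paper normalizes its qRT-PCR, depends on the scaling in most comparisons. With median-ratio scaling, its log2 fold change went from 0.93 to 0.23 for *cpc-1Δ*, *cpc-1*(WT) against WT. For *cpc-1Δ* against WT, it went from 0.86 to 0.28 in 2% glucose medium without 3-AT, but only from 0.79 to 0.77 in 0.1% glucose medium. Its log2 fold change of 0.18 for *cpc-1Δ*, *cpc-1*(WT) against *cpc-1Δ* became −0.12 with upper-quartile scaling and −0.040 with median-ratio scaling, and it was between 0.17 and 0.19 across the 6 fits that each left out 1 library, 2 of which did not pass the threshold. Its log2 fold change of −0.37 for WT with 3-AT against none became −0.031 and 0.011 with the same scalings. For median-ratio scaling, the factors by which the values were divided show the cause. They were 1.04 to 1.09 in *cpc-1Δ* and 1.23 to 1.25 in *cpc-1Δ*, *cpc-1*(WT) over the 9 libraries with 3-AT, and 0.644 to 0.684 in WT with 3-AT and 0.860 to 0.883 in WT without over all 18 libraries. Its log2 fold change of 0.75 for *cpc-1Δ* against WT with 3-AT kept its direction and its side of the threshold under every alternative run, but fell to 0.35 with upper-quartile and to 0.27 with median-ratio scaling.

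Among the genes of Fig. 4C, *trp-3* is limited by a 0 in 1 WT library with 3-AT, without which its log2 fold change went from 0.04 to −2.66 for *cpc-1Δ* against WT and from −1.37 to 1.33 for WT with 3-AT against none. Across the 6 fits that each left out 1 library, the former was between −2.66 and 1.43 and the latter between −2.76 and 1.33. The former also became −0.24 with upper-quartile scaling, −0.32 with median-ratio scaling and −0.54 relative to *β-tubulin*. For *thr-5*, the log2 fold change of −0.33 for WT with 3-AT against none became 0.0026, 0.044 and 0.033 in the same order. For *ppm-3*, the first transcript alone gave 3.82 in place of −1.21 for *cpc-1Δ* against WT and −4.33 in place of 0.31 for WT with 3-AT against none. The cause was not tested. Of 979 values of 62 results for single genes and levels under the alternatives, those of the last 3 genes included, 939 stayed the same, 17 were weaker, 7 stronger, 3 moved and 13 reversed. A fold change counted as the same if it kept its direction and its side of the threshold, whatever its size. A level counted as the same if it moved by less than the SD of its libraries. Many of the 62 results are of genes picked from these values for large changes, which favors the same result. The lower relative depth of the groups of 2 limits comparisons of low values in them.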

Differences from the paper's values

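The paper's values in this part were measured by qRT-PCR and normalized to *β-tubulin*, and they were read by eye from the bars of Fig. 4C. The ratios given beside them are fold changes between *cpc-1Δ*, *cpc-1*(WT) and *cpc-1Δ* in the presence of 3-AT, from limma on log2(RPKM + 1). For *his-3*, the ratio was 2.66 and the paper's value about 4.7 in Fig. 4C, read by eye. For *aro-8*, the ratio was 2.82 and the paper's value about 7.7 in Fig. 4C, read by eye. For *trp-3*, the ratio was 3.797 and the paper's value about 10 in Fig. 4C, read by eye. For *ppm-3*, the ratio was 2.15 and the paper's value about 3.4 in Fig. 4C, read by eye. None of the alternatives set before the data were examined closed the gap for these 4 genes.

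For *thr-5*, the ratio was 2.58 and the paper's value about 1.7 in Fig. 4C, read by eye. By the criterion used here, values within 1.5 times of each other do not differ, and *thr-5* met it with upper-quartile scaling (2.10) and relative to *β-tubulin* (2.27). It also met it without *cpc-1Δ*, *cpc-1*(WT) replicate 2 (2.50) and without *cpc-1Δ* replicate 2 (2.55), by a ratio that hardly moved. It did not meet it under the other alternatives set before the data were examined. Median-ratio scaling, which was chosen after seeing the values, also met it, with a log2 fold change of 1.15. Division by *β-tubulin* is the normalization that the paper's methods give for qRT-PCR. It lowered the ratios of *his-3* (2.34), *aro-8* (2.48), *trp-3* (3.34) and *ppm-3* (1.89), further from the paper's values. For *arg-12*, the ratio of 3.88 was within 1.5 times the paper's value, about 5.2 in Fig. 4C, read by eye, and it was not relative to *β-tubulin* (3.41), with upper-quartile scaling (3.15) or with median-ratio scaling, which was chosen after seeing the values (log2 fold change, 1.73).

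Among the 10 genes of Fig. 4C that were matched, the paper's figure shows the highest ratio for *trp-3*. Here the highest ratio was that of *arg-10*, 6.07.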

Other observations

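The tests of the depth behind isolated values of 0, of carry-over into the *cpc-1Δ* libraries and of the overlap of the genes with the largest changes were chosen only after the results were seen.

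Of the 14 genes of Fig. 4C, 10 were matched by symbol (*his-3*, *thr-5*, *hom-1*, *thr-4*, *aro-8*, *arg-12*, *trp-3*, *aro-7*, *ppm-3* and *arg-10*), and the other 4 (*his-5*, *his-4*, *aki-1* and *ser-2*) were not analysed here. In the presence of 3-AT, every *cpc-1Δ*, *cpc-1*(WT) library was above every *cpc-1Δ* library for 10 of the 10, as deposited and after median-ratio scaling. Chance gives 10% of genes for both directions together, and so less than this for the direction counted here. Of all 8688 genes tested, 40.2% had every *cpc-1Δ*, *cpc-1*(WT) library above every *cpc-1Δ* library as deposited and 24.1% after the scaling. The difference passed an adjusted *P* of 0.05 (limma with Benjamini-Hochberg adjustment) for 9 of them, over all genes tested and over the list alone. The exception was *trp-3* (log2 fold change, 1.92; adjusted *P* = 0.52), which is listed at 0 in 1 WT library of the same fit and passed when only the strains compared were fitted. The ratios were between 2.15 and 6.07. Between *cpc-1Δ* and WT with 3-AT, 8 of the 10 were lower in *cpc-1Δ* with an adjusted *P* under 0.05 as deposited, and 9 with either scaling, *thr-5* being the gene added. Between WT with 3-AT and without, 7 were higher with an adjusted *P* under 0.05, as deposited and with either scaling. *hom-1* did not pass (log2 fold change, 0.70) because of a 0 in 1 WT library in 0.1% glucose medium, which raised the spread of the fit. Its level was 183 to 204 RPKM with 3-AT and 113 to 126 RPKM without, and it passed when only the groups compared were fitted. *thr-5* was lower as deposited (log2 fold change, −0.33) and not after median-ratio scaling (0.044). Over the list alone, 8 genes passed in each of these comparisons, *thr-5* included in the latter. Relative to the difference between *cpc-1Δ* and WT, the 8 genes lower in *cpc-1Δ* as deposited had recovered by 32.4% to 96.9% in *cpc-1Δ*, *cpc-1*(WT) (median, 50.7%) as deposited. After median-ratio scaling, the recovery of the same 8 genes was 18.1% to 52.3% (median, 26.0%). *thr-5*, which was lower in *cpc-1Δ* after this scaling, is not among them. In *cpc-1Δ*, *cpc-1*(WT) it was above WT, with a log2 fold change of 1.24 as deposited and 0.54 after the scaling. In the same libraries, *cpc-1* itself was at 6.28% of its WT level as deposited and at 3.84% after this scaling.

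Genes that differed by 2-fold or more between *cpc-1Δ* and WT with 3-AT were followed in *cpc-1Δ*, *cpc-1*(WT), among those with a mean of at least 10 RPKM and no value of 0. After median-ratio scaling, 551 of these genes were lower in *cpc-1Δ*. With an adjusted *P* under 0.05 as the threshold, 424 of them (77.0%) were higher in *cpc-1Δ*, *cpc-1*(WT) than in *cpc-1Δ*, and 493 (89.5%) were still below WT. Another 383 genes were higher in *cpc-1Δ*, of which 129 (33.7%) were lower in *cpc-1Δ*, *cpc-1*(WT) than in *cpc-1Δ* by the same threshold. Genes that did not pass it can also have moved toward WT. The median part of the log2 change that was moved back was 38.5% for the genes lower in *cpc-1Δ* and 10.5% for those higher. As deposited, the corresponding shares were 90.9% of 331 genes and 10.8% of 880 genes, and the medians were 61.9% and −6.1%. Both comparisons share the *cpc-1Δ* libraries, so that noise in these libraries adds to each share, and the difference between the shares was not tested. A batch of the *cpc-1Δ*, *cpc-1*(WT) libraries cannot be told apart from an effect of *cpc-1*(WT) here either.

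The genes that differed between *cpc-1Δ* and WT were compared between cultures after median-ratio scaling. With and without 3-AT in 2% glucose medium, 2647 genes differed in both cultures, and 83.8% of them in the same direction, where 50.0% would be given by independent directions. Between 2% and 0.1% glucose medium without 3-AT, 2471 genes differed in both, and 69.2% in the same direction.

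A total of 1011 values of 0 were found in 1 library of a group whose other libraries had 5 RPKM or more, in 749 genes. Each library in the groups of 2 had 74 to 123 of them and each library in the groups of 3 had 17 to 55. For 138 of these values the other libraries were all at 50 RPKM or more, which goes against low depth as the cause. Of the 749 genes, 48.1% overlap another annotated gene, against 24.8% of 6254 other genes (odds ratio, 2.81; two-sided Fisher's exact test, *P* = 5.0e-38). Overlapping genes, to which the authors' processing may have assigned reads in some libraries and not in others, are thus a candidate explanation for a part of them. No biological explanation was tested.

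The genes with the largest and smallest log2 fold changes in the 7 comparisons were 28 entries of 22 genes. Many of them also had values of 0, but often in every library of a group, as NCU04344 in WT without 3-AT, rather than in isolated libraries. *csr-1*, at 0 in the strain in which it is replaced, is among them. A library compared was at 0 in 22 of the 28, and 68.2% of the 22 genes overlap another gene, against 27.5% of 4467 other genes that differed (odds ratio, 5.64; two-sided Fisher's exact test, *P* = 8.9e-05). An example is *pdx-1*, with a log2 fold change of 7.42 for WT with 3-AT against none and values of 655, 0 and 0 RPKM in the WT libraries without 3-AT. Reads shared between overlapping genes may account for many of the largest changes. Among the entries without a 0, NCU04482, which does not overlap another gene, had 2167 RPKM in WT with 3-AT, 42.0 RPKM in WT without 3-AT, 1.66 RPKM in *cpc-1Δ* with 3-AT and 8.09 RPKM in *cpc-1Δ*, *cpc-1*(WT) (means of 3 libraries). *lacc* (NCU04528) had 2.14 RPKM in WT with 3-AT, 83.8 RPKM in *cpc-1Δ* and 974 RPKM in *cpc-1Δ*, *cpc-1*(WT) with 3-AT (means of 3 libraries), so that its level did not return toward WT in the latter strain.

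In *cpc-1Δ* with 3-AT, the listed *cpc-1* level was 0.193% of that in WT. Reads carried over from the WT libraries with 3-AT alone would leave other genes at this share of their WT level or above it. NCU04482 in *cpc-1Δ* with 3-AT was lower, at 0.0767% of its level in those WT libraries. This argues against such carry-over as the only source, but it rests on 1 gene with 0.976 to 2.11 RPKM in *cpc-1Δ*. *csr-1*, which is replaced in *cpc-1Δ*, *cpc-1*(WT), was at 0 in the libraries of that strain. It overlaps NCU00727, however, and such a 0 was not read as absence. Carry-over from WT libraries without 3-AT, in which NCU04482 was far lower relative to *cpc-1*, is not excluded by either gene. Reads from a remaining part of the annotated *cpc-1* transcript in the knockout were not tested.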
